A study of Mus musculus with 4 samples. Its data were reported in "HDAC4 regulates satellite cell proliferation and differentiation by targeting P21 and Sharp1 genes" (2018).

How the data were processed

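RNA sequencing was done on satellite cells, the stem cells of skeletal muscle, sorted by flow cytometry from 4-week-old C57BL/6 mice and kept for 24 h in growth medium. The sort kept cells without CD45, Ter119, CD31 and Sca1 that carried integrin alpha 7. Control cells came from HDAC4fl/fl Pax7-CreER mice given vehicle, and HDAC4 KO cells from mice of the same genotype given tamoxifen, so that the recombinase was active in the KO libraries alone. Each group held 2 libraries, numbered replicates 3 and 4. The labels do not say whether each library came from separate animals, so the p-values measure only the spread between these samples. The replicate numbers were not taken as pairs.

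Per the submitters' processing notes, reads were made with CASAVA 1.8.2, trimmed with cutadapt, aligned to GRCm38 with TopHat and summarised with Cufflinks and Cuffdiff. The authors deposited FPKM per gene and library, with its confidence bounds, from Cufflinks. They also deposited a Cuffdiff table that pools the replicates of each group into a group FPKM, with a log2 fold change and a test statistic (the score columns) and a p-value and a q-value. Read counts were not used here, the depth of each library cannot be read from FPKM, and no counting interval or floor is given.

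The decimal point was missing from most deposited FPKM values of 1 or more, apart from the highest, in 11812, 11652, 11871 and 11900 of the 43496 entries of control 3, control 4, HDAC4 KO 3 and HDAC4 KO 4. It was put back where the estimate then lay midway between its confidence bounds (tolerance 4e-05 of the upper bound) and where the 2 libraries of a group gave the authors' group value and fold change (tolerance 0.02 on the log2 scale). Of 43437 gene entries, 17712 were listed at 0 in every library. A further 18 had a failed estimate, 40 were listed at several places, 76 had no point that put the estimate midway, 37 had no points that gave the authors' values and 17 had more than 1 ratio left. The remaining 25537 genes were kept. Among 718 genes whose points were fixed within each library alone, 716 (99.72%) also gave the authors' group values. On simulated data, 11817 of 11823 genes with lost points were restored, each with the right ratios between libraries. The simulated values followed the same rules and held no gene at 0 in a library, so they are no independent check. For 160 of the kept genes, the points were fixed within each library alone, without the authors' values.

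By these rules, a single set of ratios between libraries was left for every kept gene. A power of 10 common to all 4 libraries stayed open for 8324 of the genes with a mean of at least 1 FPKM. It was set from the width of the confidence bounds, which gave the right level for 2612 of 3127 genes (83.53%) whose level was known and hidden. Levels in FPKM are therefore printed for genes whose level was fixed, and log2 differences for the others. An open level shifts a log2 difference only through the pseudocount.

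Genes with a mean of at least 1 FPKM over the 4 libraries were tested with limma 3.58.1 in R 4.3.3, with a mean-dependent prior spread, on log2(FPKM + 1), as HDAC4 KO minus control. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Adding 1 makes the log2 difference of a gene near 1 FPKM smaller than the log2 of its ratio. No fold is given against a group listed at 0. With 2 against 2 libraries, an exact two-sided permutation test cannot go below p = 0.333, so none was used.

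Gene lists were tested with camera (limma) at a preset correlation of 0.01 between genes, adjusted over the lists, and again with an estimated correlation and with fry. The 26 lists were p53 target genes, CDK inhibitors, G1/S and DNA replication genes, G2/M genes, apoptosis regulators, Notch pathway, myogenic stem cell genes, muscle differentiation genes, mature myofibre markers, histone deacetylases, circadian clock genes, immediate early and dissociation stress genes, NF-kB and inflammatory genes, interferon response genes, endoplasmic reticulum stress genes, extracellular matrix and TGF-beta genes, glycolysis and hypoxia genes, cholesterol synthesis genes, mitochondrially encoded genes and ribosomal protein genes. The lists also held markers of other cell types: fibro-adipogenic progenitor, endothelial, blood cell, smooth muscle and pericyte, glial and tendon cell markers. Calls among list members were also counted with p adjusted over the list alone.

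The lists, the groups, the test, its thresholds and the rule for named genes were fixed before the data were examined. The rule took the genes that the study measured or discussed and the 12 largest changes in each direction among called genes without overlapping groups. From the authors' table came the 10 largest fold changes in each direction, with q under 0.05 and a mean of at least 1 FPKM. The rule also took up to 4 members of each list (the 2 with the smallest p in each direction). It took 140 genes, and fewer are printed where the text would repeat a gene. Any other gene named was chosen after its values were seen.

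The alternatives fixed at the same time were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, median-ratio scaling, quantile normalization, the replicate number as a block, no trend in the prior spread, the authors' own calls, and leaving out each library in turn. Without 1 library, the lone sample of its group was assumed to vary like the others. Added after seeing the data were a test of protein-coding genes alone (types by Ensembl identifier in GENCODE vM21), the same without each library in turn, and the lowest and highest level that an open gene allows.

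In 5 simulated sets with the spread of these libraries, the test of genes of every type called 11.6% of genes changed by 1 on the log2 scale and 62.0% of those changed by 2. The test of protein-coding genes called 80.4% and 98.8%. The share of calls that fell on unchanged genes was 3.93% and 5.97%. The spread of each simulated gene was drawn from the prior of the same fit, and no library or gene type stood apart. These shares are therefore no measure of false calls in the real libraries. A list of 20 genes shifted by 0.4 was called in each of the 5 sets, and no unshifted list was. The simulated genes varied independently, so these sets cannot show how often camera calls lists whose genes vary together. In these libraries the estimated correlation within a list reached 0.70 (ribosomal protein genes).

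Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.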

Results

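Gene expression was compared between satellite cells with and without HDAC4, a class IIa histone deacetylase that acts mainly as a repressor of transcription, after 24 h in growth medium. Each group held 2 libraries: control 3 and control 4, and HDAC4 KO 3 and HDAC4 KO 4. At least 1 FPKM was reached by 12004 and 11843 genes in the control libraries and by 12092 and 12067 genes in the HDAC4 KO libraries. Correlations between libraries, taken across genes, which are not independent replicates, lay between 0.892 and 0.912. The values are FPKM, from which the depth of each library cannot be read.

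Hdac4 itself (ENSMUSG00000026313, chromosome 1, 91928779 to 92180341, GRCm38) was lower in both HDAC4 KO libraries than in both controls. Its restored FPKM were 5.04 in control 3, 5.85 in control 4, 1.58 in HDAC4 KO 3 and 2.36 in HDAC4 KO 4, where a power of 10 common to all 4 values is not settled. The difference was -1.13 ± 0.19 on the log2 scale (SE). With genes of every type tested together, limma gave an adjusted p of 0.270, which does not pass. Tested among protein-coding genes alone, a choice made after seeing the data, Hdac4 fell by 1.13 at an adjusted p of 0.0456, with a range of 0.0456 to 0.728 over its alternatives. RNA from the rest of the gene can persist after this kind of recombination.

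The comparison asked which genes change when satellite cells activate without this repressor. Among protein-coding genes, the chemokines Ccl2 and Ccl5, the interleukin-33 receptor Il1rl1 and the matrix proteoglycan Bgn rose in HDAC4 KO cells. Ccl2, which attracts monocytes, went from 16.9 and 16.8 FPKM in the controls to 53.6 and 43.8 in HDAC4 KO. Ccl5 went from 0.966 and 1.04 to 5.17 and 5.03, Il1rl1 from 8.81 and 6.60 to 25.5 and 27.8, and Bgn from 75.3 and 72.6 to 149 and 147. Klf4, a zinc finger transcription factor, rose from 2.04 and 1.98 to 5.82 and 5.68 FPKM, and Tnnt2, the cardiac troponin T that is also made in immature muscle, from 39.1 and 37.0 to 66.0 and 61.6. Insig2, a membrane protein that holds back the activation of sterol regulatory factors, fell from 25.2 and 22.8 to 11.8 and 12. Plekha7, a protein of cell junctions, fell from 5.67 and 8.13 to 1.57 and 1.74.

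These calls come from limma on the 10688 protein-coding genes alone, a test chosen after seeing the data. There 82 genes changed, 74 higher and 8 lower, at adjusted p values from 2.03e-05 to 0.0499. With genes of every type tested together, only 1 of the 82 passed, a gene listed at 0 in both libraries of a group. Among the remaining genes that rose were Hmox1 (heme oxygenase 1), with 289 and 393 FPKM in the controls and 784 and 662 in HDAC4 KO, Mitf, a transcription factor of pigment cells and macrophages, with a log2 difference of 2.32, and Mmp2 and Mmp9, which break down matrix, with 1.36 and 1.22. Mitf, Insig2, Plekha7, Hmox1, Mmp2 and Mmp9 were chosen after their values were seen. The other genes that fell included Zbtb12, Hdac4, Gm10073, Gm21961 and Gm10217, of which the last pair, at an open level, was listed at 0 in both HDAC4 KO libraries. In the authors' deposited table, 52 of the 82 genes had a q under 0.05. Among those that did not were Insig2 (0.868), Mitf (0.881), Tnnt2 (0.104), Gm21961 (0.613) and Gm10217 (0.446).

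The count of protein-coding calls moved with each library. It was 154 without control 3, 478 without control 4, 12 without HDAC4 KO 3 and 14 without HDAC4 KO 4. Of the genes named by rule, 21 passed in this test; 3 of them also passed under at least 1 other alternative, and their adjusted p under these other alternatives ranged from 0.0332 to 0.728.

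**Figure D1:**
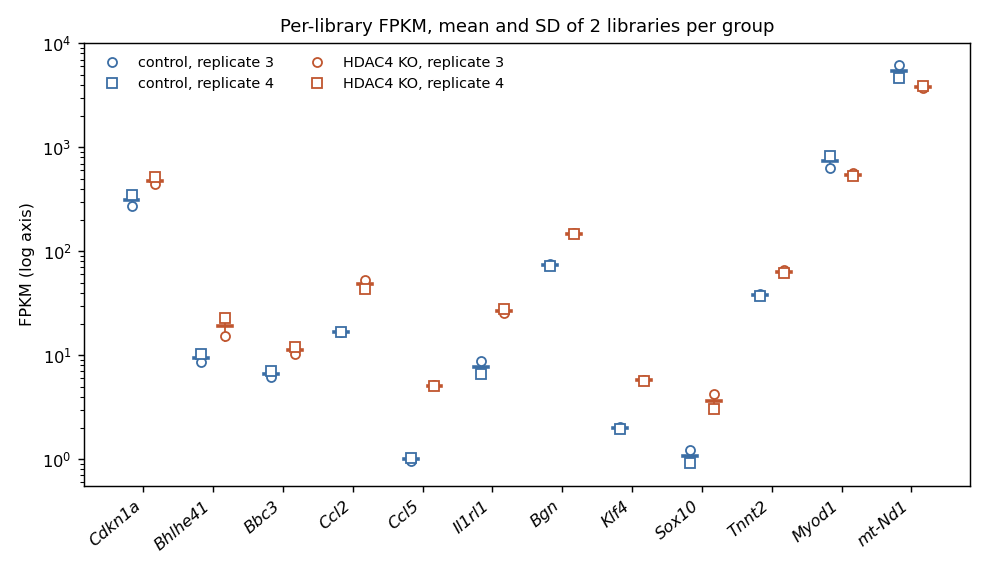
FPKM on a log axis in each of the 4 libraries for 12 genes whose level was fixed, with a bar for the mean of each group and an error bar for the SD (n = 2 per group). Ccl5 lay at 0.966 and 1.04 in the controls and at 5.17 and 5.03 in HDAC4 KO, while Myod1 lay at 633 and 833 against 563 and 530, a difference that did not pass.

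As groups, 8 of the fixed lists stood higher and cholesterol synthesis and mitochondrially encoded genes stood lower by camera at its preset correlation of 0.01, and apoptosis regulators came out higher at an adjusted p of 0.0452. With an estimated correlation, 0 of the 11 lists passed, and with fry 0 passed, where the smallest adjusted p was 0.0992. Over all 12266 genes tested, limma called 0 members of any list; of the 459 list members tested, 88 higher and 17 lower members had an unadjusted p under 0.05, and 26 higher and 20 lower members had a q under 0.05 in the authors' table. Verbs of change below rest on p adjusted over the list alone.

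Target genes of p53, the tumour suppressor that halts division or starts cell death after damage, were higher in HDAC4 KO, with 26 of 27 members above 0 and a median log2 difference of 0.34 (camera adjusted p = 2.99e-06, and adjusted p = 0.467 with an estimated correlation). Adjusted over the list alone, 8 rose, 0 fell and 19 did not pass. The kinase Plk2 rose by 1.12, Mdm2, the ligase that degrades p53, by 0.95, and Bbc3, which encodes the death protein PUMA, from 6.16 and 7.15 FPKM to 10.3 and 12. Sesn1, a stress-induced target, was at -0.11. The list holds Cdkn1a, which the study picked from these libraries, and Bax, which it measured in a separate assay. Without them the median of the other 25 was also 0.34, with 24 above 0. Apoptosis regulators had a median of 0.20 with 16 of 19 above 0 (camera adjusted p = 0.0452, and adjusted p = 0.467 with an estimated correlation). Bax, Bbc3 and Pmaip1 stand on both this list and the p53 list. None of the 19 passed limma over the list alone, and 2 had an unadjusted p under 0.05. The killing factors Pmaip1 and Bbc3 were at 0.99 and 0.66, the caspase inhibitor Xiap at -0.51 and Bok at -0.11. That call was lost without control 3 (adjusted p = 0.129), without control 4 (0.0623) and without HDAC4 KO 3 (0.233), over a range of 0.0289 to 0.467 for its alternatives.

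Genes of the extracellular matrix and of TGF-beta signalling had a median of 0.40, with 26 of 30 above 0 (camera adjusted p = 5.04e-06, and adjusted p = 0.585 with an estimated correlation). Adjusted over the list alone, 10 rose, 0 fell and 20 did not pass. Bgn rose by 0.99, and Mmp2 by 1.36. The growth factor gene Tgfb3 was at -0.20. Col6a2 was at 5.76 FPKM in control 3 alone, against 0.855, 1.63 and 1.49. Without control 4, which leaves control 3 as the lone control, the call was lost (adjusted p = 0.153, over a range of 3.44e-10 to 0.585).

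Inflammatory genes under NF-kB had a median of 0.47, with 13 of 17 above 0 (camera adjusted p = 8.01e-04, and adjusted p = 0.467 with an estimated correlation). Over the list alone, 8 rose and 9 did not pass. Ccl2 rose by 1.47 and Cxcl1, which attracts neutrophils, by 1.08, whereas the cytokine gene Il1b was at 2.03 and 1.63 against 1.26 and 0.978 FPKM and Sod2 at -0.22. Interferon response genes lay above 0 in 12 of 12, with a median of 0.33 (camera adjusted p = 0.00122, and adjusted p = 0.585 with an estimated correlation). The peptide transporter Tap1 rose from 2.32 and 3.16 FPKM to 5.88 and 6.25, H2-D1, a class I histocompatibility gene, rose by 0.46, and 10 did not pass over the list alone. The interferon median was 0.20 without HDAC4 KO 3, and 0.14 over 30 members with no filter on low values.

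Immediate early and dissociation stress genes, which respond within minutes to growth factors and to tissue handling, had a median of 0.31 with 26 of 29 above 0 (camera adjusted p = 3.04e-04, and adjusted p = 0.467 with an estimated correlation). Over the list alone, 7 rose and 22 did not pass. Klf4 rose by 1.17 and the phosphatase gene Dusp1 by 0.68. The classic early factors Egr1 and Egr3 were at -0.46 and -0.52.

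Genes of cholesterol synthesis had a median of -0.15, with 21 of 24 below 0 (camera adjusted p = 9.60e-06, and adjusted p = 0.467 with an estimated correlation). None of the 24 passed limma over the list alone, and 4 lower members had an unadjusted p under 0.05. Tm7sf2, a sterol reductase, was at 17.8 and 17.2 FPKM in control and 13.2 and 11.2 in HDAC4 KO, and Dhcr7, which makes cholesterol from its last precursor, was at -0.38. Mvk was at 0.14 and Lss at 0.03, a sign that turned under median-ratio scaling.

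Mitochondrially encoded genes had a median of -0.49, with 9 of 11 below 0 (camera adjusted p = 0.00196, and adjusted p = 0.585 with an estimated correlation). Over the list alone, mt-Atp8, a subunit of ATP synthase, fell from 13424 and 14145 FPKM to 5989 and 7562, and 10 did not pass. The complex I genes mt-Nd1 and mt-Nd3 were at -0.50 and 0.71. Without control 3 the median was -0.16. Ribosomal protein genes had a median of 0.16 with 34 of 37 above 0 (camera adjusted p = 0.00441, and adjusted p = 0.658 with an estimated correlation). None of the 37 passed limma over the list alone, and 2 had an unadjusted p under 0.05. Rpl19 was at 674 and 761 FPKM against 1063 and 896, and Rplp0 at -0.27. The ribosomal call was lost without control 3 (adjusted p = 0.314, median 0.12) and without HDAC4 KO 3 (0.459, median 0.07), over a range of 5.73e-04 to 0.658, and the median was 0.10 after median-ratio scaling, 0.09 after quantile normalization and 0.24 without HDAC4 KO 4.

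Markers of other cell types also stood higher in HDAC4 KO beside these groups. Glial markers lay above 0 in 8 of 8, with a median of 0.76 (camera adjusted p = 3.04e-04, and adjusted p = 0.467 with an estimated correlation). Over the list alone 5 rose and 3 did not pass: Sox10, a transcription factor of Schwann cells, rose from 1.23 and 0.932 FPKM to 4.29 and 3.08, and Ngfr, the low-affinity receptor of nerve growth factor, by 0.91. Smooth muscle and pericyte markers had a median of 0.77, with 5 of 7 above 0 (camera adjusted p = 0.00276, and adjusted p = 0.467 with an estimated correlation). Here 5 rose over the list alone, among them the actin-binding Tagln by 1.34 and the pericyte proteoglycan Cspg4 by 1.01, while Notch3 was at -0.12 and Itga7, which satellite cells carry too, at 127 and 149 against 124 and 146 FPKM. Des, Itga7 and Notch3 also stand on lists of muscle or Notch genes. With no filter on low values the smooth muscle call was lost (adjusted p = 0.0538, median 0.15, over a range of 4.35e-04 to 0.467), and the glial median was 0.49 over 12 members.

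**Figure D2:**
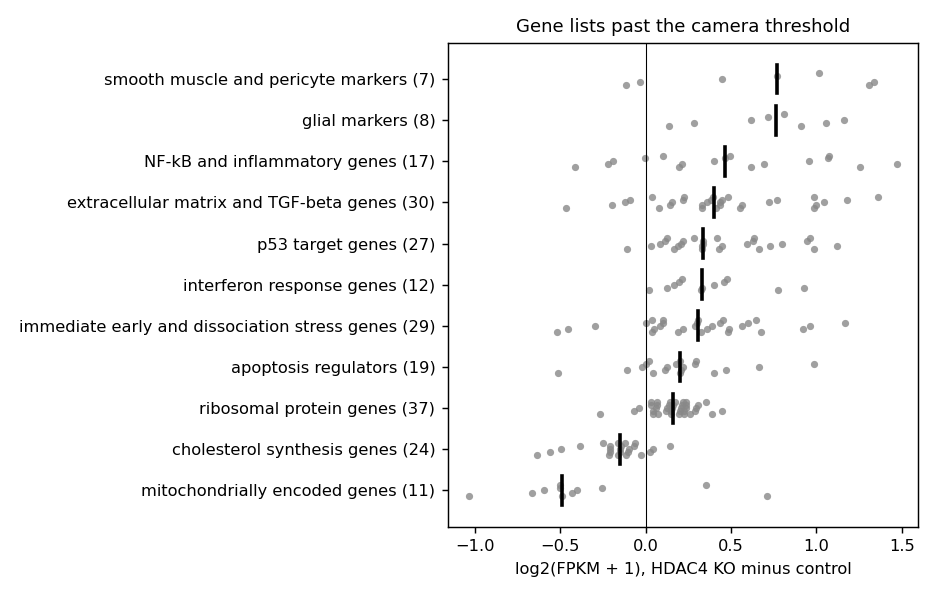
Log2 difference of FPKM + 1, HDAC4 KO minus control, of each tested member (grey dots) of the 11 lists past the camera threshold at its preset correlation, with a black bar for the median and the number tested in brackets. Medians ran from -0.49 for mitochondrially encoded genes to 0.77 for smooth muscle and pericyte markers; with an estimated correlation, 0 of the 11 passed.

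Among the 15 remaining lists, which did not pass, the cell cycle lists sat near 0. G1/S and DNA replication genes had a median of -0.01 (19 of 39 above 0, adjusted p = 0.279), with the cyclin gene Ccnd2 at 0.54 and the activator E2f2 at -0.43. G2/M genes had a median of -0.05 (11 of 36 above 0, adjusted p = 0.0933), with Ube2c, which drives exit from mitosis, at 268 and 299 FPKM against 246 and 235. The G2/M list passed, lower, after median-ratio scaling (0.0326) and quantile normalization (0.0402) and without control 4 (0.00938), over a range of 0.00938 to 0.788. CDK inhibitors, a list that holds the study's own Cdkn1a and so is not independent evidence, had a median of -0.11 (2 of 7 above 0, adjusted p = 0.162). Within it, Cdkn1b, which encodes p27, fell by 0.59 over the list alone.

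Myogenic stem cell genes had a median of 0.09 (9 of 16 above 0, adjusted p = 0.694), with the surface marker Cd34 at 0.60 and the determination factor Myf5 at -0.29; the direction of the test turned without control 3 and without HDAC4 KO 4, where the medians were 0.07 and 0.01. The Notch pathway, which keeps satellite cells undifferentiated, had a median of -0.06 (4 of 12 above 0, adjusted p = 0.162), with its ligands Jag2 at -0.63 and Jag1 at 0.29. It passed, lower, without control 3 (0.0261) and without HDAC4 KO 4 (0.0260), over a range of 0.0260 to 0.722. Muscle differentiation genes had a median of -0.29 (13 of 34 above 0, adjusted p = 0.221), and over the list alone Tnnt2 rose and 33 did not pass. Casq2 was at 9.02 and 1.23 FPKM against 0.483 and 0.974. That list passed, lower, without control 4 (0.00196) and without HDAC4 KO 4 (0.0238), and its direction turned without control 3 (0.440, median 0.17) and without HDAC4 KO 3 (0.701, median 0.04), over a range of 0.00196 to 0.993.

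Mature myofibre markers had a median of -1.23 (1 of 9 above 0, adjusted p = 0.0703), which rested on control 3. Mylpf, a fast myosin light chain, was at 1394 FPKM in control 3 against 117 in control 4 and 77.9 and 168 in HDAC4 KO. The median was 0.22 without control 3 (0.440) and -2.76 without control 4 (7.43e-05), over a range of 7.43e-05 to 0.641.

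Histone deacetylases had a median of 0.03 but a mean of -0.07, so that their sign differed (8 of 15 above 0, adjusted p = 0.306). The list holds the targeted Hdac4, without which the mean of the other 14 was 0.0025. The sirtuin genes Sirt1 and Sirt2 were at -0.25 and 0.16. Circadian clock genes, which include the study's Bhlhe41, had a median of 0.08 (8 of 14 above 0, adjusted p = 0.447), and over the list alone the repressor Bhlhe40 rose from 6.21 and 6.44 FPKM to 10.5 and 11.5. Genes of endoplasmic reticulum stress had a median of -0.07 (9 of 21 above 0, adjusted p = 0.232), with the stress factor Ddit3 at 6.60 and 7.07 against 10.8 and 11.7 FPKM and Asns at 130 and 128 against 107 and 105. Genes of glycolysis and hypoxia had a median of 0.10 (17 of 24 above 0, adjusted p = 0.145), with the vasodilator gene Adm at 1.11 and Vegfa at -0.20.

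Fibro-adipogenic progenitor markers had a median of 0.24 (6 of 8 above 0, adjusted p = 0.246), and over the list alone Gsn, an actin-severing protein, rose by 1.09. This list passed, higher, without control 3 (0.0201), and its direction turned without control 4 (0.949), over a range of 0.0201 to 0.949. Endothelial markers had a median of 0.24 (5 of 7 above 0, adjusted p = 0.232), with the junction protein gene Cdh5 at 0.79, and passed, higher, without control 3 (0.00108, median 0.61); without control 4 the median was -0.13 (0.720), over a range of 0.00108 to 0.720. Blood cell markers had a median of 0.11 and a mean of -0.29, of opposite sign (4 of 8 above 0, adjusted p = 0.496), with the lysozyme gene Lyz2 at 1.01 and Hbb-bs at 21 and 0.620 against 0.199 and 1.28 FPKM; its direction turned without control 4 (0.476). Tendon cell markers had a median of 0.27 (4 of 4 above 0, adjusted p = 0.306), with Tppp3 at 0.35. With no filter on low values, the direction of the test turned for tendon (10 members, median 0.06), endothelial (18 members, median -0.08) and blood cell markers (23 members, median -0.07), and none of these passed.

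The study followed the cell cycle inhibitor Cdkn1a (P21) and the repressor of myogenic factors Bhlhe41 (Sharp1) as targets, picked from these libraries, so that their direction here is not independent evidence. The paper also measured both by real-time PCR on independent samples. It reported them higher in HDAC4 KO cells, and lower in myotubes given a nuclear HDAC4 mutant. It reported more HDAC4 KO cells after lowering P21, and more differentiation and fusion after lowering Sharp1. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722) was at 311 ± 56.7 FPKM in control and 478 ± 53 in HDAC4 KO (SD, n = 2 each), a log2 difference of 0.63 ± 0.17 (SE) that did not pass in limma (adjusted p = 0.309). Bhlhe41 (ENSMUSG00000030256, chromosome 6, 145858243 to 145865558) was at 9.46 ± 1.10 and 19 ± 5.23 FPKM, a log2 difference of 0.92 ± 0.23 (SE) that did not pass either (adjusted p = 0.302). These adjusted p come from genes of every type tested together, where Hdac4 itself did not pass. Among protein-coding genes alone, neither gene passed. Both genes met an unadjusted p under 0.05 and a fold of at least 1.2, in limma and in the authors' deposited table. Their q in the authors' table was 0.203 for Cdkn1a and 0.225 for Bhlhe41. Each gene was higher in both HDAC4 KO libraries than in both controls, as chance alone gives for 33.3% of genes in either direction.

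Other genes that the study measured or discussed did not pass in limma. The paper measured the myogenic, cyclin and apoptosis genes by separate expression assays, in satellite cell cultures or in injured muscle. The values here, from 2 libraries per group at 24 h, are no check of those results. The myogenic regulators Myod1, Myog and Pax7 were at -0.41, 0.62 and -0.20, and the embryonic myosin Myh3 was at 9.0 FPKM in control 3 against 0.787 in control 4 and 0.378 and 0.987 in HDAC4 KO. The cyclin genes Ccna2, Ccne1 and Ccnd1 were at -0.29, -0.05 and -0.02. Bax, which promotes cell death, was at 0.21, and Bcl2, which restrains it, lay under the filter at 0.794 and 0.621 FPKM against 0.554 and 0.453. The methyltransferase genes Ehmt2 (G9a) and Prmt5, which the paper cites from earlier work and did not measure, were at 0.02 and -0.04. The sign of Ehmt2 turned under median-ratio scaling and quantile normalization. Of the 14 genes measured or discussed, Hdac4, Cdkn1a and Bhlhe41 included, 13 were tested. Over every gene type limma called 0, and 4 had an unadjusted p under 0.05. Among protein-coding genes 1 (Hdac4) passed. In the authors' deposited table, 2 had a q under 0.05, Hdac4 (0.0379) and Myh3 (0.00666).

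With genes of every type tested together, limma called 34 of 12266 genes, 4 higher and 30 lower, and 1677 had an unadjusted p under 0.05 (1266 higher and 411 lower). These calls were mainly short RNAs: 11 were snoRNA genes, 10 miRNA genes and 4 snRNA genes, and 32 (94.1%) were shorter than 200 bases, against 625 (5.10%) of the genes tested. The miRNA gene Mir31 and Gm14794, Gm22952 and Gm23937 were listed at 0 in both controls, and 26 genes were listed at 0 in both HDAC4 KO libraries, among them Mir6991, Mir1895, Mir1894, Mir8094, Snord58b, CAAA01116243.1, Gm24313, Gm25520, Gm23803, Gm27535, Gm25556 and Gm26363. The pseudogene Gm15487 fell from 26.1 and 18.0 FPKM to 0.522 and 0.316. These calls rested on the level set for genes whose power of 10 is open, since 5 genes (3 higher and 2 lower) passed with such levels at the lowest allowed. Splitting the libraries by replicate number gave 26 such calls and the crossed split 29, and without 1 library the count was 113 (control 3), 119 (control 4), 59 (HDAC4 KO 3) or 50 (HDAC4 KO 4).

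At an unadjusted p under 0.05 and a fold of at least 1.2, 1596 genes stood apart, 1212 higher (75.9%) and 384 lower. The share of higher genes was 61.6% (928 and 579 genes) after median-ratio scaling and 69.0% (1046 and 469) after quantile normalization. Without control 4 the counts were 1132 higher (57.1%) and 851 lower, without control 3 1011 and 412, without HDAC4 KO 3 577 and 211, and without HDAC4 KO 4 721 and 243. Groups did not overlap in FPKM for 5926 genes (48.3%), 3763 of them higher in HDAC4 KO, against 33.3% by chance.

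Among the genes kept here, the authors' deposited table held 232 at a q under 0.05. Of these, 130 were higher in HDAC4 KO, 93 were lower and 9 had a group at 0. Of its 130 higher genes, 130 had groups that did not overlap in the libraries, and of its 93 lower genes 37 did. For 53 of the lower genes (57.0%), control 3 was the highest library and control 4 was not above both HDAC4 KO libraries. Its largest rises by the rule included Ccl5, Il1rl1, Sox10, Procr, Apod, Anxa8, Espn, Grb14, Gm8199 and 1700007K13Rik. Its largest falls included the muscle genes Myh8, Sln, Myoz2, Myot, Car3 and Atp1b4, together with Gm15487, Gm9825 and Rps15a-ps8. Myh8, a perinatal myosin, was at 38.6 FPKM in control 3 and at 0.598, 0.612 and 1.40 in the rest. Of the 232 genes, limma called 1 among every type and 52 among protein-coding genes.

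**Figure D3:**
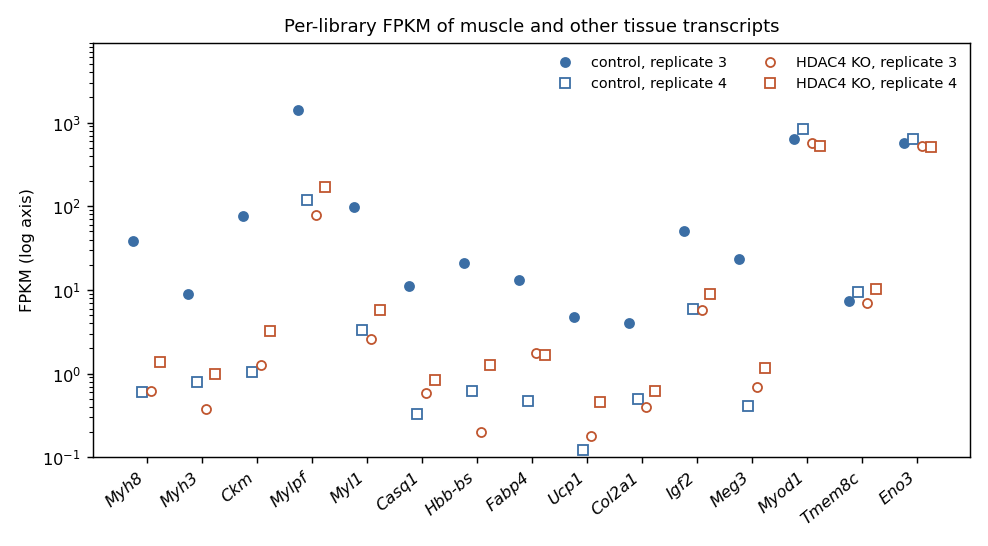
FPKM on a log axis in each of the 4 libraries, with a filled circle for control 3, for 15 genes of muscle and other tissues. Myh8 was at 38.6 in control 3 and at 0.598, 0.612 and 1.40 in the others, whereas Myod1 was at 633 in control 3, inside the range of 530 to 833 set by the others.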

Values the study reported

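With an unadjusted p under 0.05 and a cut-off of 1.2 for the fold change, the study reported 1263 genes altered in satellite cells without HDAC4. Of these, 807 were higher and 456 were lower. It gave an average of 56.4 M reads per sample, with an alignment rate of 95%.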

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

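The tests of protein-coding genes alone (with and without 1 library) and of open levels were chosen after the data were seen. The cause of a change was not tested, except that settings with fewer libraries or fewer genes differ in that by construction. A pseudocount of 0.1, no trend, the scalings and a mean of at least 5 FPKM left the counts of called genes within 1.5 times of 34. The effect of depth was not tested, and 8324 levels in the test were open.

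Hdac4 stood at -1.13 with an adjusted p of 0.0456 among protein-coding genes, where 1 of the study's genes passed. In the authors' table, 232 of the kept genes had a q under 0.05. Genes changed in limma numbered 22 with no filter (19 lower), 82 among protein-coding genes (74 higher, 8 lower) and 5 with open levels at the lowest (2 lower). Without 1 library they ranged from 50 to 119 (6 to 55 higher, 4 to 113 lower). Among protein-coding genes they numbered 154 without control 3 (137 higher, 17 lower), 478 without control 4 (282 and 196), 12 without HDAC4 KO 3 (5 and 7) and 14 without HDAC4 KO 4 (9 and 5). At the study's thresholds, 788 to 1983 genes passed without 1 library; among protein-coding genes the count was 2514 without control 4 and 939 without HDAC4 KO 3. With the replicate numbers as a block, which pair nothing by the labels (correlation of deviations -0.07 over 2 pairs), it was 1012.

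Without 1 library, the adjusted p of lists ranged from 0.0260 to 0.722 (Notch pathway), 0.00196 to 0.701 (muscle differentiation), 0.00938 to 0.788 (G2/M), 0.0289 to 0.233 (apoptosis), 3.44e-10 to 0.153 (extracellular matrix), 5.73e-04 to 0.459 (ribosomal protein), 0.0201 to 0.949 (fibro-adipogenic), 0.00108 to 0.720 (endothelial) and 7.43e-05 to 0.440 (myofibre). G2/M genes gave 0.0326 with median-ratio scaling and 0.0402 with quantile normalization. Apoptosis regulators gave 0.0669 with no filter, 0.0796 at a mean of at least 5 FPKM, 0.0571 with median-ratio scaling, 0.0504 with quantile normalization, 0.0540 among protein-coding genes and 0.0547 with open levels at the lowest. Smooth muscle markers gave 0.0538 with no filter. Myofibre markers gave 0.00731 with no filter, 0.0429 with the replicate block and 0.0180 among protein-coding genes.

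With an estimated correlation, adjusted p was 0.467 for p53, apoptosis, cholesterol, immediate early, NF-kB, smooth muscle and glial genes, 0.585 for matrix, interferon and mitochondrially encoded genes and 0.658 for ribosomal protein genes. With fry it was 0.10 for p53, apoptosis, immediate early, smooth muscle and glial genes, 0.0992 for NF-kB, 0.138 for interferon, 0.156 for matrix, 0.164 for cholesterol, 0.284 for mitochondrially encoded and 0.428 for ribosomal protein genes. At a mean of at least 5 FPKM, glial markers had fewer than 3 members and Hdac4 was not tested, so neither has a value.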

Other observations

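Only the tests of imprinted genes and of further Schwann cell genes were written before their results were seen; the other tests below were chosen afterwards.

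Control 3 held transcripts of several tissues that were low in the other 3 libraries. The growth factor gene Igf2 was at 50.6 FPKM, against 5.96 in control 4 and 5.74 and 8.96 in HDAC4 KO, and the imprinted RNA Meg3 at 23.2 against 0.415, 0.689 and 1.16. Ckm, the muscle creatine kinase, was at 75.9 against 1.06, 1.28 and 3.24, the cartilage collagen gene Col2a1 at 4.04 against 0.498, 0.395 and 0.617, and Ucp1 of brown fat at 4.81 against 0.124, 0.178 and 0.459. Among 11118 protein-coding genes, 88 were more than 4 times as high in control 3 as in any other library, against 5 in control 4, 1 in HDAC4 KO 3 and 2 in HDAC4 KO 4. These genes were chosen after their values were seen.

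For this pattern in control 3, fibres of 4-week muscle carried into the library were argued against: the adult myosins Myh1, Myh2 and Myh4 summed to 1.58 FPKM against 47.6 for the developmental Myh3 and Myh8 (log2 ratio -4.91), which such fibres would have turned around. Myotubes formed in the dish stay open for the muscle genes of this pattern only. They would leave unexplained the genes of other tissues named above, Col2a1 of cartilage and Ucp1 of brown fat. Genes switched on as myoblasts fuse had a median log2 ratio to the other libraries of -0.39 (range -1.01 to -0.08, 6 genes), but Tmem8c and Chrnd, whose level was fixed, were already at 6.92 to 10.2 and 50.6 to 54.3 FPKM there, which would hide a small share of myotubes. RNA of fetal or newborn tissue may be the source and stays open too, since only Mirg could be used among the imprinted growth genes (log2 ratio 2.69), which is too few. The design names no biological difference between control 3 and control 4, but genes of the sex chromosomes differed between them, as given below.

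For the higher p53 target genes, a hypothesis resting on 1 library was argued against by the leave-outs, over which the list's median log2 difference stayed between 0.31 and 0.44. A general shift from normalization was argued against as well, since the median was 0.33 after quantile normalization (camera adjusted p = 1.10e-06, over a range of 6.42e-08 to 0.467 for the alternatives). Tamoxifen or active Cre recombinase, which can damage DNA, may raise these genes too (median 0.34) and cannot be told apart from the loss of HDAC4, since each treated library also had the deletion. By these libraries alone, the loss of HDAC4 stays open as an explanation on the same footing. The paper also gave tamoxifen to mice without Cre and found no significant effect on differentiation. That control tested neither these genes nor active Cre.

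For the higher glial markers, more glial cells in the HDAC4 KO libraries may be the source. Of 12 further Schwann cell genes, 10 were higher, with a median log2 ratio of 1.23 (1.75 without control 3, 0.77 without control 4), in a test that could have come out the other way. Most of these genes stayed below 1 FPKM in every library. Of those that reached it, Lgi4 had a log2 ratio of 1.89, Prx 0.44 and Drp2 0.06. Ratios in this paragraph are of group mean FPKM with a far smaller added value than 1, so they cannot be set against the list medians above. The myelin gene Mbp was at 1.78 and 1.24 FPKM in control, against 3.44 and 3.30 in HDAC4 KO. A lower share of satellite cells stays open: over 54 endothelial, blood and fibro-adipogenic markers the median log2 ratio was -0.38, but its sign rested on control 3, and it was 0.81 without that library, against 1.25 with it and 1.63 without it for the glial markers. The sort would remove endothelial cells, blood cells and fibro-adipogenic cells by CD31, CD45 and Sca1, and glial cells that lack integrin alpha 7, and a change of glial-type genes within satellite cells was not tested.

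Genes of the sex chromosomes differed between the libraries within each group. Xist was at 58.8 FPKM in control 3, 2.56 in control 4, 21 in HDAC4 KO 3 and 62.4 in HDAC4 KO 4, and the Y-linked Ddx3y at 1.52, 5.70, 2.89 and 0.0588 in the same order. Eif2s3y, also Y-linked, was at 3.22, 14.8, 7.62 and 0.229. Control 3 and HDAC4 KO 3 thus held Xist together with Y-linked RNA, which cells of 1 sex alone would not give. In the authors' deposited table, Ddx3y and the Y-linked Kdm5d were among the lower genes (q of 0.0116 and 0.0226). The groups overlapped for both: Kdm5d was at 1.00 FPKM in control 3 and 1.59 in HDAC4 KO 3. Whether their fall followed the sex of the cells was not tested.

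With 2 against 2 libraries there are 3 splits, too few for a share under 0.05. Among protein-coding genes the real split gave 82 calls and the highest of the others 1. Among genes of every type it gave 34 and the highest other 29. The other splits keep any difference between HDAC4 KO and control in their residual spread, which lowers their calls. In limma on 10688 protein-coding genes, they had 116 and 193 genes at an unadjusted p under 0.05. They are therefore no fair measure of the calls that chance would give.

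At an unadjusted p under 0.05 and a fold of at least 1.2, the count of higher genes here was 1212. That is higher than the value quoted from the study above. Among the genes kept here, the authors' deposited Cuffdiff table held 805 higher and 452 lower genes at these thresholds. Limma gave 384 lower ones, or 928 higher and 579 lower after median-ratio scaling. The direction against the study turned without HDAC4 KO 3 (577 higher), without HDAC4 KO 4 (721) and with the replicate numbers as a block (775).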
